# Evaluation of microRNA expression in a sheep model for lung fibrosis

**DOI:** 10.1186/s12864-021-08073-4

**Published:** 2021-11-17

**Authors:** Udari Eshani Perera, Habtamu B. Derseh, Sasika N. V. Dewage, Andrew Stent, Rukmali Wijayarathna, Kenneth J. Snibson

**Keywords:** Sheep model, microRNA, Idiopathic pulmonary fibrosis, Bleomycin

## Abstract

**Background:**

Idiopathic pulmonary fibrosis (IPF) is a chronic progressive fibroproliferative disorder that has one of the poorest prognoses amongst interstitial lung diseases. Recently, the finding of aberrant expression levels of miRNAs in IPF patients has drawn significant attention to the involvement of these molecules in the pathogenesis of this disease. Clarification of the differential expression of miRNAs in health and disease may identify novel therapeutic strategies that can be employed in the future to combat IPF. This study evaluates the miRNA expression profiles in a sheep model for lung fibrosis and compares them to the miRNA profiles of both IPF patients and the mouse bleomycin model for pulmonary fibrosis. Pathway enrichment analyses were performed on differentially expressed miRNAs to illustrate which biological mechanisms were associated with lung fibrosis.

**Results:**

We discovered 49 differentially expressed miRNAs in the sheep fibrosis model, in which 32 miRNAs were significantly down regulated, while 17 miRNAs were significantly upregulated due to bleomycin-induced lung injury. Moreover, the miRNA families miR-29, miR-26, miR-30, let-7, miR-21, miR-19, miR-17 and miR-199 were aberrantly expressed in both sheep and mouse models, with similar differential miRNAs expression observed in IPF cases. Importantly, 18 miRNAs were aberrantly expressed in both the sheep model and IPF patients, but not in mice.

**Conclusion:**

Together with pathway enrichment analyses, these results show that the sheep model can potentially be used to characterize previously unrecognized biological pathways associated with lung fibrosis.

## Background

Idiopathic pulmonary fibrosis (IPF) is a chronic progressive fibroproliferative disorder categorized under the umbrella of interstitial lung diseases [1–3]. Despite significant progress in understanding the pathogenic mechanisms of the disease, the molecular pathogenesis of the disease remains unclear [3]. MicroRNAs (miRNAs) are known to play critical roles in modifying a wide range of biological processes, including tissue development and differentiation; cellular proliferation; tissue repair; and regulation of intracellular cell signaling pathways. Many of these processes are frequent changes that occur in a variety of diseases, including IPF [2, 4, 5].

miRNAs are phylogenetically conserved small non-coding short RNA sequences, 19–22 nucleotides in length, that are generated by a Dicer enzyme from hairpin-shaped single-stranded RNA precursors composed of about 70–90 base pairs [2, 3, 6, 7]. Each miRNA has several targets and several microRNA can also regulate the same gene [2]. The main function of microRNA is to inhibit protein synthesis either by inhibiting the translation, or degradation, of mRNA [1, 5, 8].

Recently, miRNA has drawn significant attention due to its aberrant expression in human IPF. Studies published over the last 10 years report that approximately 10% of miRNAs are altered in an IPF setting [4, 9]. However, the investigation of miRNAs in IPF is still at an early stage [3]. Even though microRNA expression profiles have been reported, miRNA-mRNA interactions and pathway enrichment related to IPF have yet to be comprehensively explored [3]. Increased understanding of miRNA expression profiles and their influence on biological process in IPF is therefore important for identification of potential biomarkers and therapeutic targets for IPF [10–12].

Animal models have been used in the preclinical setting to study the pathogenesis in IPF. We have developed a novel sheep model for lung fibrosis using bleomycin, which shares many of the characteristic features of IPF [13]. The model has been used to test and compare candidate anti-fibrotic drugs [14–16] to the FDA-approved drug pirfenidone (which is efficacious in the sheep model [17]. This is the first report evaluating the expression profiles of miRNAs under experimental conditions using the sheep model for lung fibrosis. After defining the miRNA expression profiles in the sheep model for lung fibrosis, these profiles were compared with those reported in the literature for IPF patients and in mouse lung fibrosis models. We also performed a pathway enrichment programs on the differentially expressed miRNA to illustrate the various biological mechanisms associated with lung fibrosis.

## Results

### Segmental lung compliance reduced when the lung fibrosis increases at week 4

Lung function was assessed by measuring the segmental compliance (Cseg) in saline- and bleomycin-infused lung lobes at baseline and week 4 (Fig. 1C). The mean segmental compliance was significantly reduced following the bleomycin infusion in lung segments at week 4. In contrast, the lung compliance of the saline-infused control lung segments remained the same at the baseline and week 4.

**Fig. 1:**
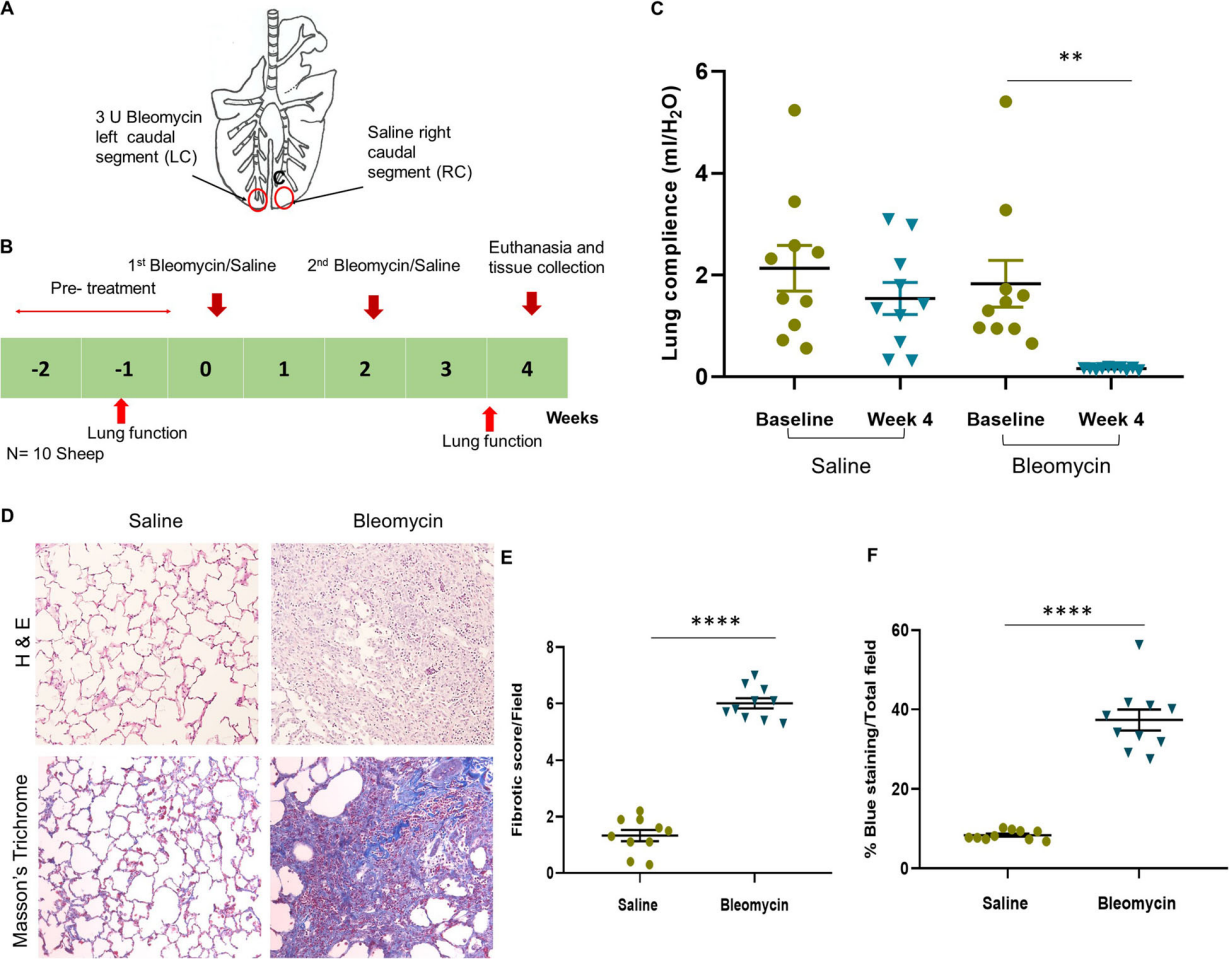
Bleomycin administration protocol, lung compliance and histological evaluation of lung fibrosis. **A** In individual sheep (n=10), the left caudal lung segment received infusions of bleomycin, while the right caudal lung segment received the saline for controls. **B** Schematic diagram of bleomycin infusion protocols in sheep model. **C** Segmental lung compliance at the baseline and week 4. **D)** H & E staining was used to evaluate fibrotic score, Masson’s trichrome staining was used to evaluate % of blue staining. Ten representative randomly selected areas from each lung tissue sections, were captured under ×20 magnification for the analysis. **E** Fibrotic scores were expressed as median and interquartile range and **(F)** fibrotic fraction were expressed as means and standard errors of means. Significance was determined using Student’s t- test and Mann Whitney test denoted as follows, ** *p*< 0.005, **** *p*< 0.0001

Our findings were further supported by the histopathology of lung segments stained with H & E and Masson’s trichrome stain. Moderate to severe irregular, multifocal collagen deposits were observed in the bleomycin-infused sheep lung segments. These excessive collagen and connective tissue depositions resulted in irregular thickening of alveolar septa. In contrast, the saline infused lung segments displayed minimal fibrotic changes and were consistent with healthy lung tissues. The highest fibrosis score was observed in the lung segments infused with bleomycin when compared to saline lung segments (Fig. 1E and F). Furthermore, an assessment of Masson’s trichrome-stained lung tissues showed that the percentage of blue (a measure of connective tissue content) was significantly increased in bleomycin-infused lung segments compared to saline control segments (Fig. 1D and F).

### Differentially expressed miRNA profile in sheep model for lung fibrosis

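The microarray experiment covered 10 arrays, with the fibrotic and the normal caudal lung segment of each of 5 sheep, numbered 2, 3, 6, 7 and 10 in the sample labels. The custom ovine array measured small RNA labelled with 1 dye on 152 miRNA probes and 55 control probes, and the authors deposited 1 background-corrected intensity per probe and array. The methods describe log2 transformed data, whereas the deposited values ranged from 0.000974 to 200194 and were on a linear scale. They were therefore set to at least 1 and log2 transformed, without further scaling between arrays, and 14.8% of the miRNA values were below 1 before that step. The summed miRNA intensity per array lay between 138979 and 146225, and the median miRNA intensity between 9.52 and 16.0. The median control probe intensity varied more, from 72.0 in the fibrotic segment of sheep 7 to 289 in the normal segment of sheep 6. Whether the miRNA values had been scaled between arrays before deposit is not settled. Centring arrays on their control probes, used below as an alternative, departs from the near-equal miRNA sums. A mean log2 signal of at least 5 over the 10 arrays was reached by 59 of the 152 miRNAs, and the number of arrays limits the precision of every value. The segments of 1 sheep were compared with limma, with the sheep as a block, and changes are given as log2 fold changes of the fibrotic over the normal segment. The intensities of the 21 single spots behind each value were not analysed here, so the sheep, and not the spots, are the replicates. The sample labels and the text name the same segment as fibrotic in sheep 2 and 3, where it is the left one. In sheep 6, 7 and 10 the labels give the right segment as fibrotic, while the text gives the left segment as bleomycin-infused in every sheep. The conditions of the labels were used. With them, 196 of 221 clearly coloured cells of Fig. 2 had the sign of the deposited values, the highest number among 3840 assignments of sheep and directions, against at most 144 with the left segment taken as bleomycin-infused in every sheep. This concerns the coding behind the figure, and which segment of sheep 6, 7 and 10 received bleomycin is not settled by it.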

miRNA profiles were evaluated in 5 sheep, which were selected based on the low lung compliance and high fibrotic scores. The lung tissues were obtained to evaluate the changes in the miRNA expression levels at week 4 when the bleomycin injury is optimal. The data taken from 5 sheep showed that 49 miRNAs were differentially expressed due to bleomycin lung injury (Fig. 2). Out of those, 32 miRNAs were significantly downregulated in bleomycin-infused lung segments compared to the control/saline infused lung segments. In addition, 17 miRNAs were significantly up regulated in bleomycin-infused lung segments at week 4 when compared to saline infused lung segments (Fig. 2) (Table 1).

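Across the 152 miRNAs, limma with Benjamini-Hochberg adjustment called 0 miRNAs different between the fibrotic and the normal segments at an adjusted p under 0.05, and the smallest adjusted p was 0.411. At the study's threshold of an unadjusted p under 0.01 the count was 0, and at an unadjusted p under 0.05 it was 18, with 10 higher and 8 lower in the fibrotic segments, where chance gives about 7.6. Of these 18, 7 are listed in Table 1 and 12 had a mean log2 signal under 5. The kind of test that the methods name, run here over sheep and not within each sheep as they describe, gave 1 miRNA at the study's threshold when paired by sheep and 2 when unpaired, and 0 after Benjamini-Hochberg adjustment either way. Over the alternatives, the highest count at the study's threshold was 5, both with arrays centred on their control probes, where 1 miRNA had an adjusted p under 0.05, and with sheep 2 and 3 alone. All miRNAs called under control-probe centring had a mean log2 signal under 5, as had all but miR-432 with sheep 2 and 3 alone. The count at an unadjusted p under 0.05 ran from 3 with the left segment taken as bleomycin-infused to 26 without sheep 6. A change in the same direction in all 5 sheep was seen for 21 of the 152 miRNAs (13.8%), where independent signs give 6.25%, and 8 of these are among the 47 miRNAs of Table 1 that match a probe name on the array. Of the 49 names in Table 1, miR-376 and miR-487 match no single probe and have no value here. The paper analyses each sheep separately and states that the listed miRNAs were differentially expressed with bleomycin injury (Fig. 2).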

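The 32 miRNAs of the downregulated list had a median log2 fold change of -0.17, with 30 lower and 2 higher in the fibrotic segments, and the median was 0.24 with each array centred on its control probes, a step that raises the mean change of every miRNA over the 5 sheep alike and moved the median of all miRNAs by 0.41 to 0.39. The log2 fold changes were -0.88 for miR-30a-3p, -0.86 for miR-133, -0.41 for miR-218a, -0.38 for miR-30d, -0.34 for miR-374b, -0.30 for miR-150, -0.26 for miR-494-3p and -0.25 for miR-30b. They were -0.25 for miR-30a-5p, -0.23 for miR-362, -0.23 for miR-25, -0.22 for miR-26a, -0.20 for miR-30c, -0.19 for miR-29a, -0.18 for miR-10a and -0.17 for miR-374a in the next part of the list. Smaller decreases were -0.17 for miR-181a, -0.16 for miR-191, -0.15 for miR-152, -0.15 for miR-99a, -0.10 for miR-10b, -0.10 for miR-106a, -0.082 for miR-17-5p and -0.082 for miR-125b. The remaining values were -0.078 for miR-23b, -0.069 for let-7b, -0.068 for let-7a, -0.067 for miR-26b, -0.066 for let-7d and -0.051 for let-7i, and 2 listed miRNAs were slightly higher in the fibrotic segments, with 0.047 for miR-221 and 0.068 for miR-19b. The mean over the list was -0.33 in sheep 2, -0.18 in sheep 3, -0.033 in sheep 6, -0.39 in sheep 7 and -0.10 in sheep 10. Of the 32 miRNAs, 28 were lower in sheep 2, 24 in sheep 3, 15 in sheep 6, 26 in sheep 7 and 21 in sheep 10, and 3 were lower in all 5 sheep, namely miR-26a, miR-29a and miR-30a-5p. The list mean was below 0 in all 5 sheep (two-sided exact sign-flip permutation test, p = 0.063, the smallest p that 5 sheep allow). The directional list test fry of limma gave an adjusted p of 0.0743 over the 8 lists tested. Centring arrays on the miRNA median, which lay under a log2 signal of 5 on every array, lowers every mean change alike. The list median was then further below 0 and this adjusted p was under 0.05. It was also under 0.05 without sheep 6, but not under the other scalings. Because the study chose the list on these samples, this is not independent evidence. Adjusted over the list alone, 0 of the 47 matched miRNAs of both lists of Table 1 passed an adjusted p under 0.05 in limma, the same count as over all miRNAs tested.

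**Figure D1:**
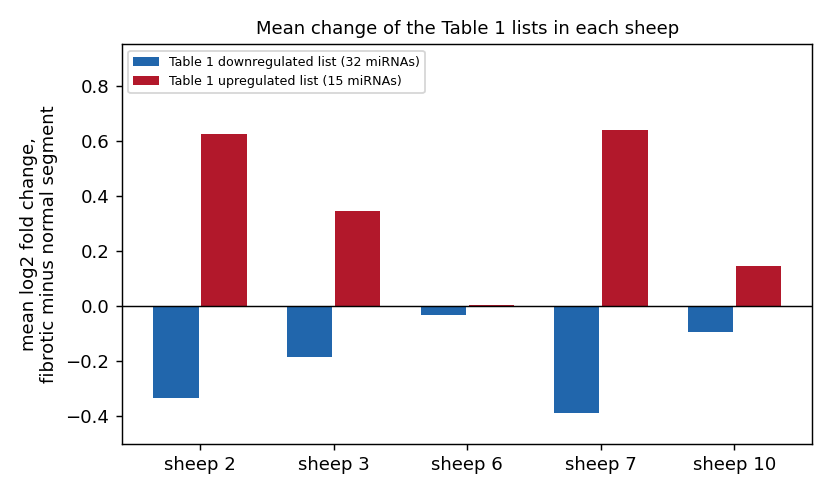
Mean log2 fold change (fibrotic minus normal segment, y axis) of the downregulated and upregulated lists of Table 1 in each of 5 sheep (x axis); each bar is the mean over the miRNAs of 1 list. The downregulated list ran from -0.39 in sheep 7 to -0.033 in sheep 6, and the upregulated list from 0.0055 in sheep 6 to 0.64 in sheep 7, on the deposited values without further scaling; with arrays centred on their control probes, which raises the mean change of every miRNA over the 5 sheep alike, the median of the downregulated list is above 0.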

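The 15 upregulated miRNAs of Table 1 that match a probe had a median log2 fold change of 0.34, and all 15 had a mean change above 0, of which miR-16b, miR-27a, miR-29b, miR-103, miR-106b, miR-143 and let-7g were below 0 with arrays centred on the miRNA median and miR-16b, miR-27a and miR-143 also after quantile normalization. The first of these scalings lowers the mean change of every miRNA by the same amount, and all 7 stayed above the median of all miRNAs under it, -0.18. In order of size these were 0.77 for miR-3959-5p, 0.73 for miR-21, 0.68 for miR-432, 0.67 for miR-200a, 0.58 for miR-200b, 0.49 for miR-199a-3p, 0.36 for miR-200c and 0.34 for miR-148a. The others had smaller changes, with 0.13 for miR-29b, 0.13 for miR-106b, 0.12 for miR-27a, 0.091 for miR-103, 0.081 for let-7g, 0.056 for miR-143 and 0.042 for miR-16b. Of the list, 15 were higher in the fibrotic segment of sheep 2, 12 in sheep 3, 8 in sheep 6, 15 in sheep 7 and 10 in sheep 10. The miRNAs higher in all 5 sheep were miR-21, miR-148a, miR-199a-3p, miR-200b and miR-3959-5p. MiR-3959-5p was the only matched miRNA of Table 1 with a mean log2 signal under 5, at 4.76. Its change ran from 0.19 in sheep 2 to 1.77 in sheep 7. MiR-200b had the smallest p of the array, with a log2 signal of 10.31 ± 0.24 (SD, n = 5) in normal and 10.89 ± 0.26 (SD, n = 5) in fibrotic segments. Its change had a standard error of 0.17 and a limma adjusted p of 0.411. MiR-148a had the smallest spread between sheep among these 5, with 0.35 in sheep 2, 0.26 in sheep 3, 0.27 in sheep 6, 0.42 in sheep 7 and 0.41 in sheep 10. The mean over the list varied between sheep, with a standard deviation of 0.28 around a mean of 0.35 (two-sided exact sign-flip permutation test over 5 sheep, p = 0.063). Fry gave an adjusted p of 0.0743 over the 8 lists tested, on a list that the study chose on these samples.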

**Fig. 2:**
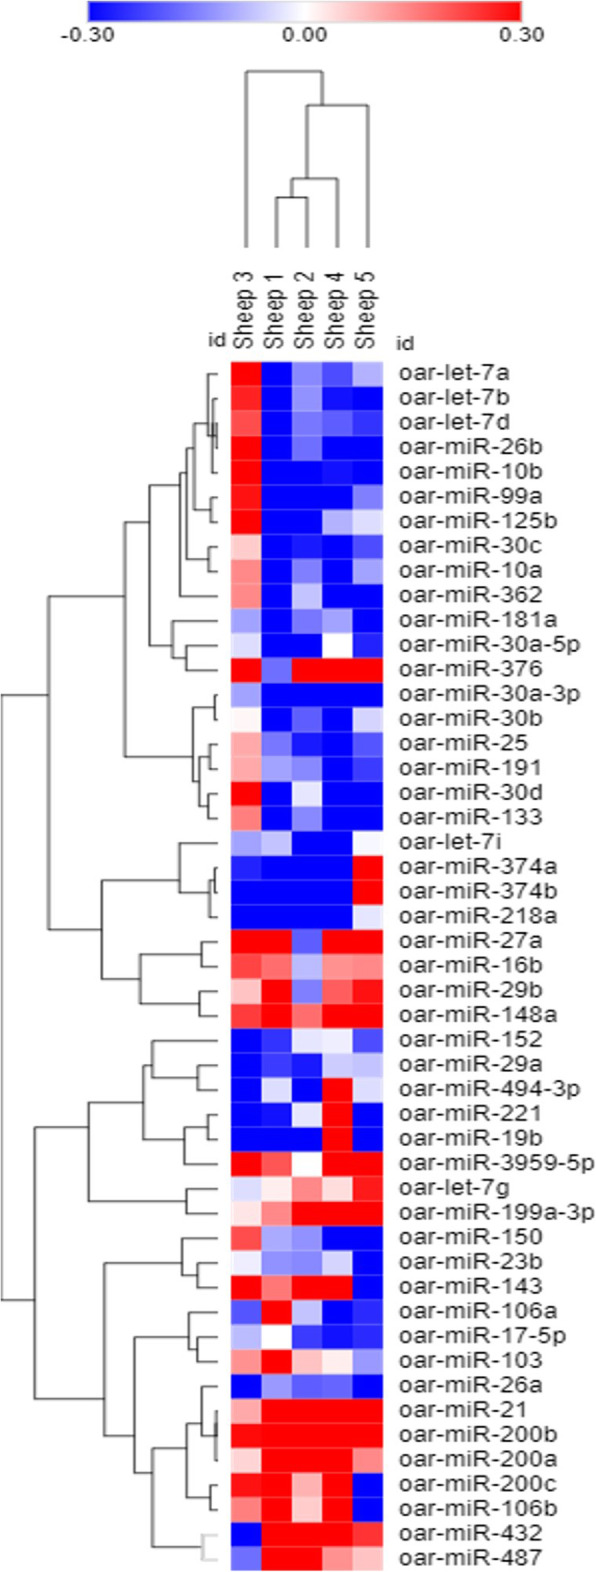
Heatmap of significantly expressed miRNA microarray expression profile in the sheep model for lung fibrosis. The expression level of each miR was presented as fold-change relative to the control/saline group. Average intensity from the 21 replicates were taken for each miRNA probes tested for bleomycin and saline/control lung segments. Student’s t-test was performed and *p* < 0.01 was considered statistically significant. Hierarchical clustering was performed by applying One minus Pearson correlation to cluster differentially expressed miRNAs. Blue indicates under expression and red indicates over expression

**Table 1:** Significantly expressed microRNA microarray profile in sheep model for lung fibrosis

Downregulated miRNA	Upregulated miRNA
oar-miR-181a oar-miR-23b oar-let-7a oar-let-7b oar-let-7d oar-let-7i oar-miR-25 oar-miR-26a oar-miR-26b oar-miR-29a oar-miR-30a-5p oar-miR-30a-3p oar-miR-30b oar-miR-30c oar-miR-30d oar-miR-10a oar-miR-10b oar-miR-99a oar-miR-150 oar-miR-152 oar-miR-374a oar-miR-374b oar-miR-133 oar-miR-218a oar-miR-125b oar-miR-191 oar-miR-106a oar-miR-221 oar-miR-362 oar-miR-494-3p oar-miR-17-5p oar-miR-19b	oar-miR-21 oar-miR-199a-3p oar-miR-103 oar-miR-29b oar-let-7 g oar-miR-27a oar-miR-200a oar-miR-200b oar-miR-200c oar-miR-432 oar-miR-16b oar-miR-106b oar-miR-148a oar-miR-376 oar-miR-143 oar-miR-487 oar-miR-3959-5p

Four miRNAs - miR-29a, miR-26a, miR-30a and miR-21 - that were differentially expressed in the miRNA microarray were examined by qPCR for validation. 

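On the array, miR-29a had an intensity of 3987 ± 1184 (SD, n = 5) in normal and 3467 ± 874 (SD, n = 5) in fibrotic segments, with a standard error of 0.12 for its log2 fold change and a limma adjusted p of 0.530. MiR-26a had 17718 ± 1821 (SD, n = 5) in normal and 15154 ± 1266 (SD, n = 5) in fibrotic segments. Its standard error was 0.11 and its limma adjusted p 0.498. For miR-30a the array holds both arms. The 5p arm, which the PCR primer targets, had 4522 ± 592 (SD, n = 5) in normal and 3839 ± 689 (SD, n = 5) in fibrotic segments, with a standard error of 0.13 and a limma adjusted p of 0.516. MiR-21 had 8900 ± 4904 (SD, n = 5) in normal and 13743 ± 4266 (SD, n = 5) in fibrotic segments, with a standard error of 0.25 and a limma adjusted p of 0.411. Each of these 4 miRNAs changed in 1 direction in all 5 sheep (two-sided exact sign-flip permutation test for each, p = 0.063, the smallest p that 5 sheep allow), and none passed an adjusted p under 0.05.

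**Figure D2:**
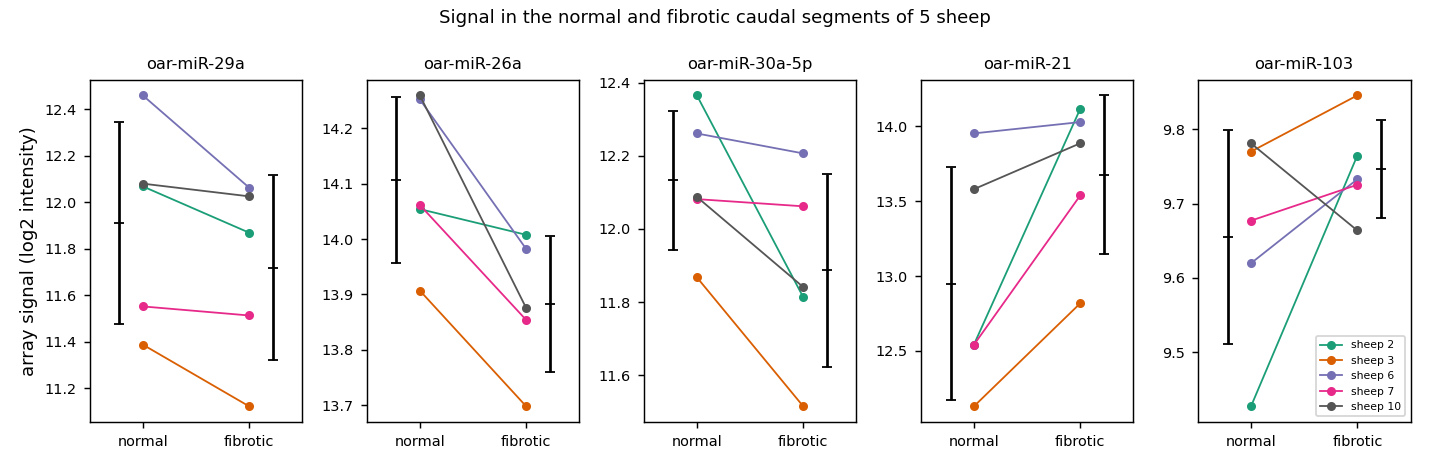
Log2 array intensity (y axis) of the 4 miRNAs examined by qPCR and of the reference miRNA, miR-103, in the normal and fibrotic segments (x axis); lines join the segments of 1 sheep, and black bars are the mean and SD of 5 sheep. Lines fall in all 5 sheep for miR-29a, miR-26a and miR-30a-5p and rise in all 5 for miR-21 on the deposited values; centred on the control probes, which raises the mean change of every miRNA over the 5 sheep alike, the mean changes of the first 3 and of miR-21 are all above 0, and after quantile normalization that of miR-29a is also above 0.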

Bleomycin injury was associated with a significant downregulation of miR-30a, while miR-29a and miR-26a showed a similar but non-significant downregulation trend with bleomycin infusion (Fig. 3A, B & C). Furthermore, bleomycin induced lung damage was associated with a significant upregulation of miR-21 expression (Fig. 3D) in sheep. Overall, for each of these miRNAs, the up- or downregulation expression pattern was similar in both the microarray and the qPCR assays.

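Relative to miR-103 on the same array, the reference miRNA of the qPCR, the log2 fold change was -0.28 for miR-29a, -0.31 for miR-26a, -0.34 for miR-30a-5p and 0.64 for miR-21 (oar-miR-29a, oar-miR-26a, oar-miR-30a-5p and oar-miR-21). The limma adjusted p of these relative changes lay between 0.479 and 0.525. After quantile normalization miR-29a was at 0.021. Centring on the control probes raises the mean change of every miRNA over the 5 sheep alike, and the 3 lower miRNAs, miR-29a, miR-26a and miR-30a-5p, were then above 0 but below the median of all miRNAs, at 0.22, 0.19 and 0.17, while miR-21 was higher under each scaling.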

**Fig. 3:**
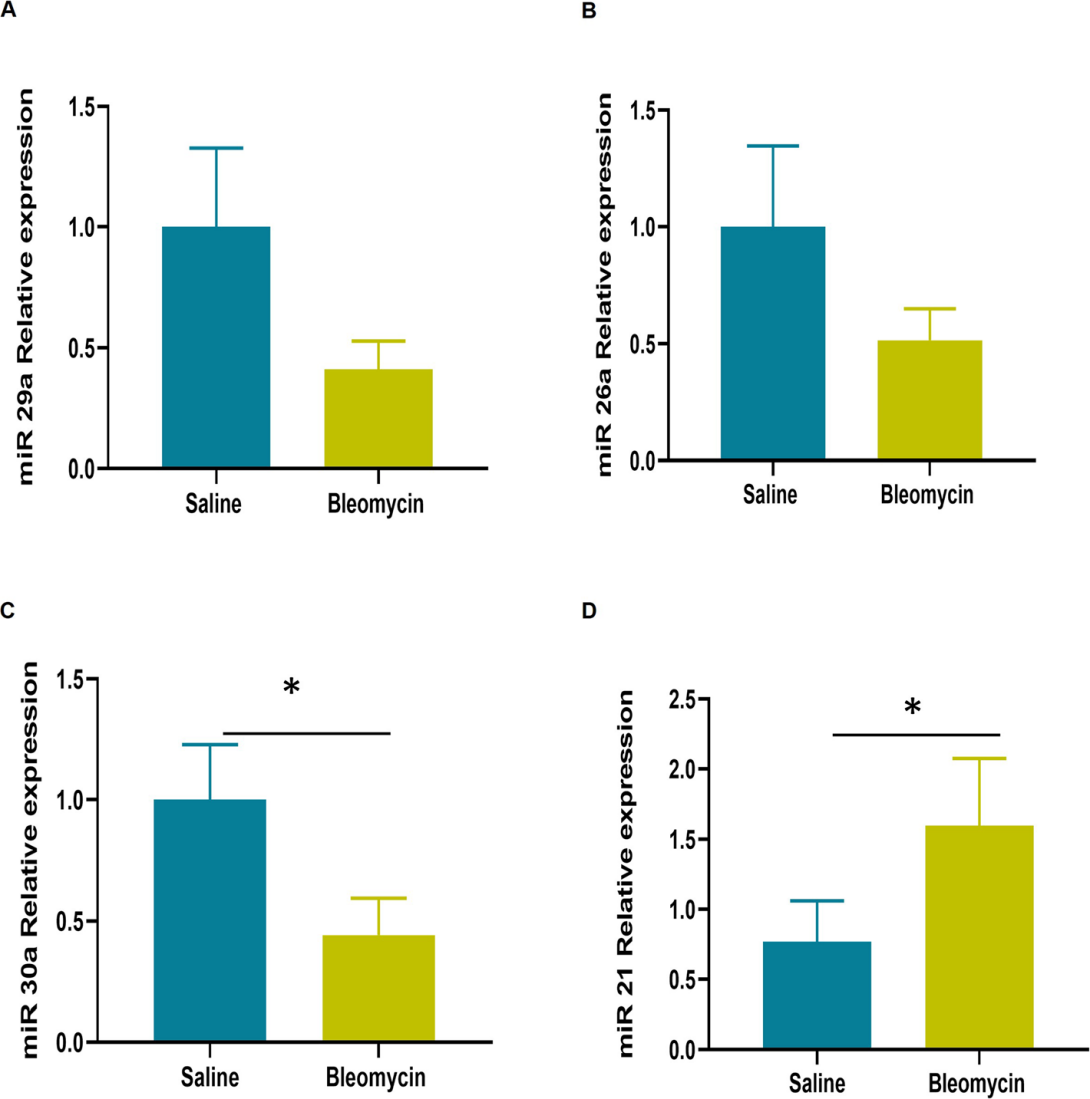
Real-time PCR relative expression of miR-29a, miR-26a, miR-30a and miR-21 in sheep lung segments infused with bleomycin (*n* = 5) and saline (n = 5). Significance was determined using student’s t- test and denoted as follows, * *p* < 0.05

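The families of miR-26, miR-29, miR-30, let-7, miR-17 and miR-19 hold 14 miRNAs that Table 1 lists as downregulated. Their median log2 fold change between fibrotic and normal sheep segments was -0.14, and 0.27 with arrays centred on their control probes. Of the 14, 13 had a mean change below 0. Averaged by family, 5 of the 6 families were lower on the deposited values, 4 after quantile normalization, 6 with arrays centred on the miRNA median, which lowers the mean change of every miRNA alike, and 0 with arrays centred on their control probes, which raises the mean change of every miRNA over the 5 sheep alike. On the deposited values miR-19, with the single member miR-19b, was higher by less than its standard error of 0.25. The family averages use only the 14 listed members. The mean over the 14 miRNAs was -0.33 in sheep 2, -0.16 in sheep 3, 0.037 in sheep 6, -0.41 in sheep 7 and -0.10 in sheep 10 (two-sided exact sign-flip permutation test over 5 sheep, p = 0.125). Fry gave an adjusted p of 0.0743 over the 8 lists tested. It was under 0.05 with arrays centred on the miRNA median, but not under the other scalings. The study chose these members on these samples, so this is not independent evidence. Only the sheep samples were analysed here.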

Comparative evaluation of miRNA profiles showed that 6 miRNA families (miR-26, miR-29, miR-30, let-7, miR-17, miR-19) were downregulated in lung fibrosis for all three species; human, sheep, and mouse (Table 2 and Fig. 4A). In addition, 11 miRNA families were downregulated similarly in IPF patients and sheep models, but not in mice, while a different group of 11 miRNA families were downregulated in IPF patients and bleomycin damaged mouse lungs, but not in fibrotic sheep lungs (Table 2 and Fig. 4A).

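For the 11 families shared by IPF patients and sheep, Table 1 holds 12 listed members, with a median log2 fold change of -0.16 in the sheep segments, and 0.25 with arrays centred on their control probes. A mean change below 0 was seen for 11 of the 12, and 10 of the 11 families were lower on average, with 9 after quantile normalization, 11 with arrays centred on the miRNA median, which lowers the mean change of every miRNA alike, and 0 with arrays centred on their control probes, which raises the mean change of every miRNA over the 5 sheep alike. MiR-221, the single listed member of the remaining family, was higher in 3 of 5 sheep, with a standard error of 0.20. The family averages use only the members listed as downregulated. MiR-106b, which Table 1 lists as upregulated, changed by 0.13 and is left out of the miR-106 average. The listed members averaged -0.22 in sheep 2, -0.22 in sheep 3, 0.036 in sheep 6, -0.36 in sheep 7 and -0.048 in sheep 10 (two-sided exact sign-flip permutation test over 5 sheep, p = 0.125). Fry gave an adjusted p of 0.0743 over the 8 lists tested. It was under 0.05 without sheep 6 and with arrays centred on the miRNA median, but not under the other scalings. These values are again for members chosen on these samples.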

**Table 2:** Comparative analysis of microRNA in IPF patients and sheep and mouse models for lung fibrosis

Dysfunction	miRNAs in human, sheep, and mice	miRNAs in human and sheep	miRNAs in human and mouse	Reference
	let-7	miR-181	miR-27	[1, 2, 6, 8, 12, 18–33]
	miR-29	miR-23	miR-130	
	miR-30	miR-25	miR-326	
Downregulated	miR-26	miR-99	miR-18	
	miR-19	miR-150	miR-20	
	miR-17	miR-374	miR-92	
		miR-125	miR-200	
		miR-191	miR-157	
		miR-106	miR-140	
		miR-221	miR-145	
		miR-362	miR-338	
	miR-21	miR-432	miR-142	[1, 2, 6, 8, 18, 19, 23, 25, 26, 28, 31, 33–35]
	miR-199	miR-376	miR-155	
		miR-487	miR-449	
Upregulated		miR-200b	miR-133	
		miR-200c	miR-96	
		miR-27	miR-34	
		miR-143

**Fig. 4:**
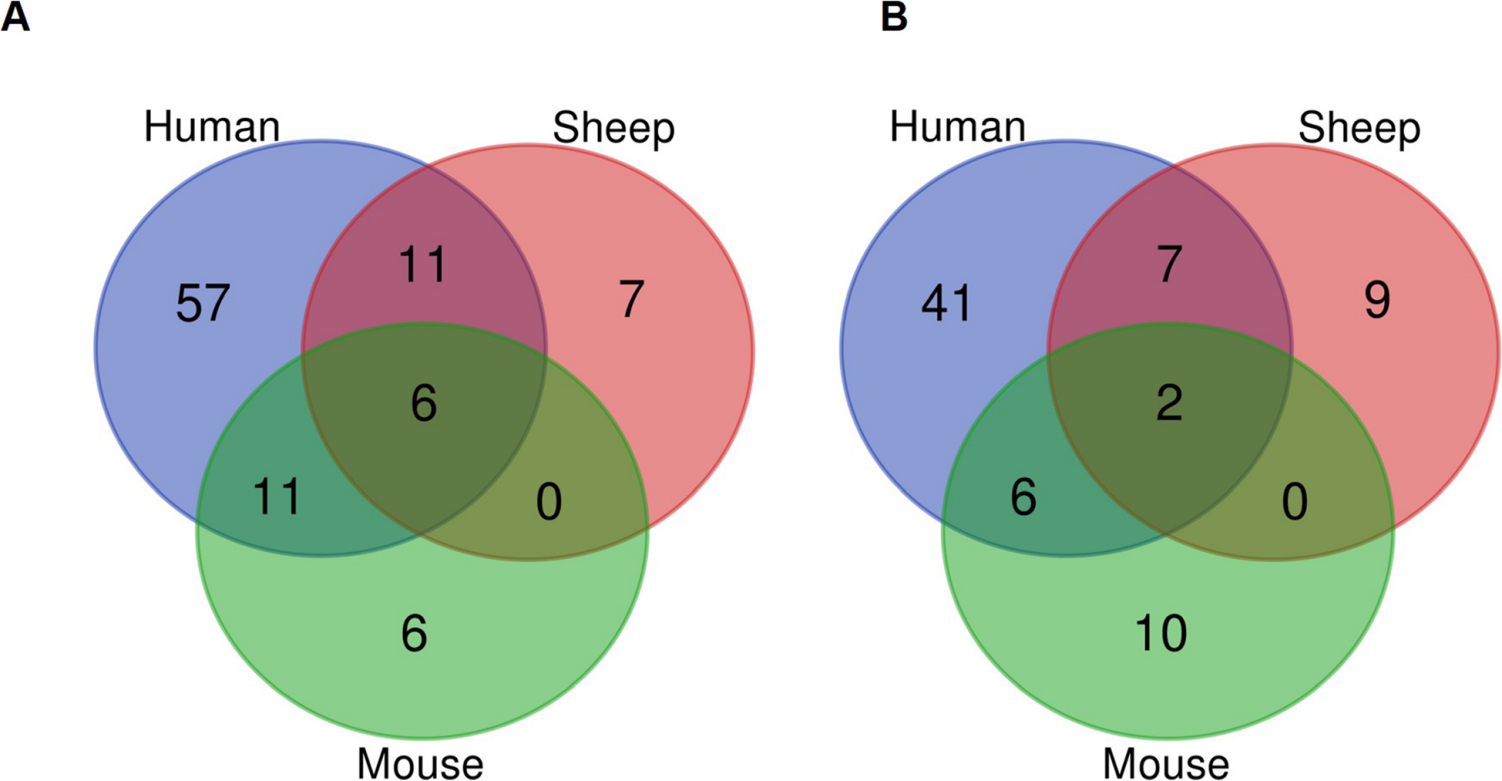
Venn diagrams of differentially expressed microRNA in IPF patients and sheep and mouse models for lung fibrosis reported between the period of 2010–2020. Data were analysed using the Bioinformatic and Evolutionary Genomics software **A)** Down-regulated microRNA. **B)** Up-regulated microRNA

Two miRNA families (miR-21 and miR-199) were upregulated in the two animal species (sheep and mouse), as well as in IPF patients, (Fig. 4B, Table 2). Furthermore, we identified 7 miRNA families where upregulation was restricted to IPF patients and sheep lung fibrosis (not mice), and a different set of 6 miRNA families where the upregulation was restricted to IPF patients and mice (not sheep) (Table 2 and Fig. 4B).

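Families up in human, sheep and mouse are those of miR-21 and miR-199. MiR-21 and miR-199a-3p, the miR-199 member on the array, averaged a log2 fold change of 0.61 together, and both were higher in the fibrotic segment of all 5 sheep. The mean of both was 0.90 in sheep 2, 0.72 in sheep 3, 0.041 in sheep 6, 0.83 in sheep 7 and 0.56 in sheep 10 (two-sided exact sign-flip permutation test, p = 0.063, the smallest p that 5 sheep allow). Fry gave an adjusted p of 0.0743 over the 8 lists tested. Both members were listed by the study from these samples, so neither this value nor those under the alternatives are independent evidence. Without sheep 6 the adjusted value was 0.00211, and with arrays quantile normalized it was 0.0137, with a range over all alternatives from 0.00211 to 0.983.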

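Of the 7 families upregulated in IPF patients and sheep, 5 have a listed member that matches a probe, namely miR-432, miR-200b, miR-200c, miR-27a and miR-143. Their median log2 fold change was 0.36, all 5 were higher on average, and miR-27a and miR-143 were lower with arrays quantile normalized or centred on the miRNA median, of which the second lowers the mean change of every miRNA alike. The mean of the 5 was 0.81 in sheep 2, 0.47 in sheep 3, -0.23 in sheep 6, 0.72 in sheep 7 and 0.033 in sheep 10 (two-sided exact sign-flip permutation test over 5 sheep, p = 0.188), and fry gave an adjusted p of 0.247 over the 8 lists tested, for members that the study listed from these samples. MiR-432 lay close to the limit of 5 for dim miRNAs, with a log2 signal of 4.86 ± 1.11 (SD, n = 5) in normal and 5.54 ± 0.39 (SD, n = 5) in fibrotic segments. For miR-376 and miR-487 the array holds several probes under other names, and which of them Table 1 means is not settled, so no value is given for them.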

Overall, the sheep model and IPF patients had a total of 18 miRNAs in common that were differentially expressed, while the mouse model and IPF patients had a total of 17 miRNAs in common that were differentially expressed. Furthermore, around 98 miRNAs (Fig. 4) that were detected in IPF patients were not detected in the sheep and mouse models of lung fibrosis.

### GO analysis and KEGG pathway analyses

Pathway enrichment analyses were performed on 49 differentially expressed miRNAs in the sheep model for lung fibrosis using DIANA mirPath v.3 software. A total of 25 signaling pathways were identified as the most significantly enriched pathways according to their p- value (*p* < 0.05). According to the GO analysis, the differentially expressed miRNAs were mainly enriched for GO terms related to gene expression, extracellular matrix disassembly, neurotrophin TRK receptor signaling pathway, extracellular matrix organization, collagen catabolic process, endoplasmic reticulum lumen, extracellular matrix structural constituent and fibroblast growth factor receptor signaling pathways (Fig. 5).

**Fig. 5:**
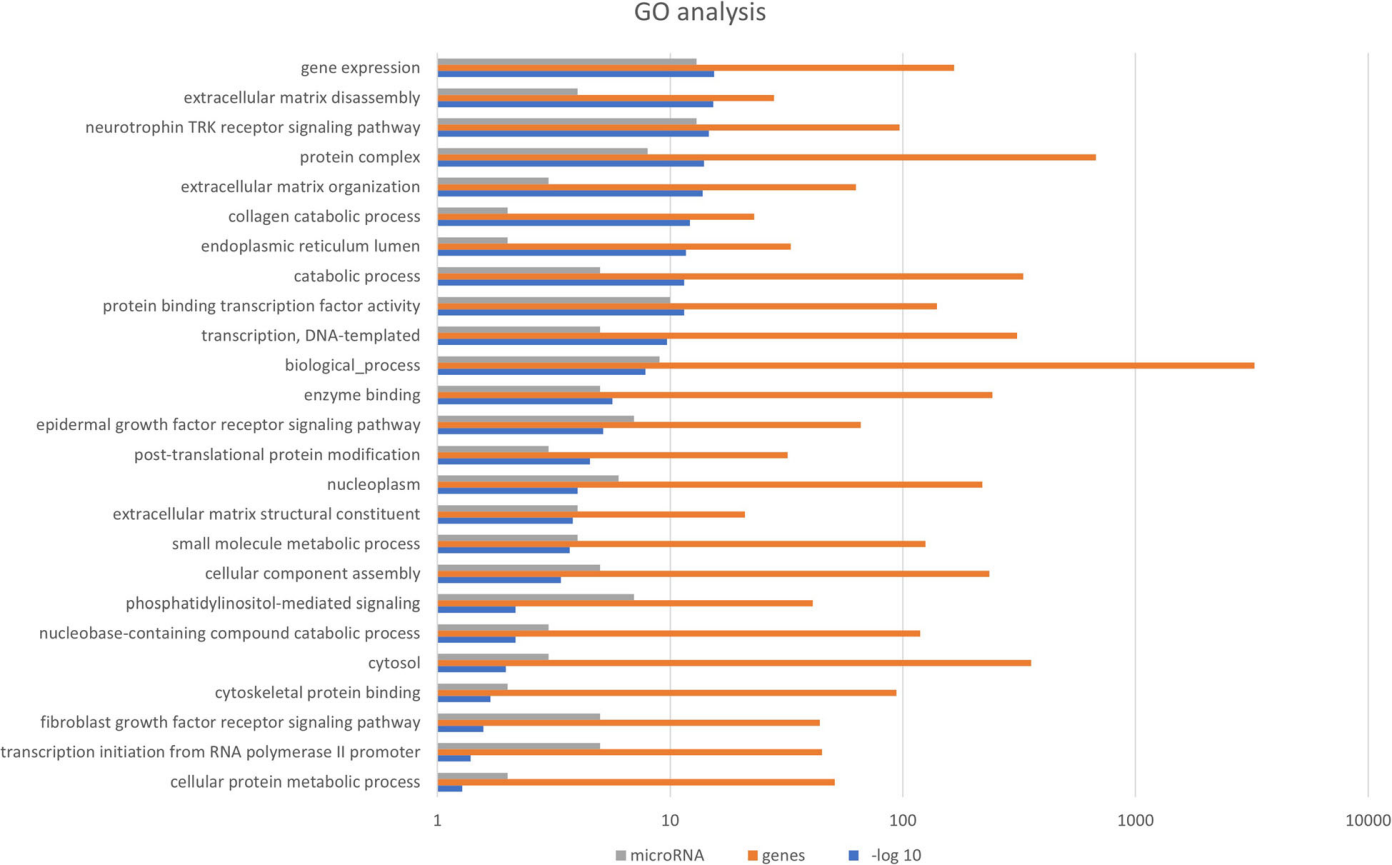
GO enrichment analysis (biological process, cellular component, and molecular function) of differentially expressed microRNA in sheep model of lung fibrosis. Go analysis was performed using DIANA mirPath v.3 software. microT- CDS and TargetScan were utilized to identify microRNA- gene interactions. Significance was determined by performing Fisher’s Exact Test. *p* value of *p* < 0.05 was considered statistically significant

KEGG pathway analysis was used to determine the biological pathways associated with the differentially expressed miRNAs in sheep model for lung fibrosis. KEGG pathway analysis demonstrated that the dysregulated miRNA could be enriched significantly into 29 signalling pathways according to their *p*-value (*p* < 0.05) (Fig. 6). PI3K-Akt signalling pathway, protein digestion and absorption, extracellular matrix receptor interaction, TGF-β signalling pathway, miRNAs in cancer, small cell lung cancer, neurotrophin signalling pathway, p53 signalling pathway, platelet activation, apoptosis, and ErbB signalling pathway are some of the predominant pathways. We performed a comparative evaluation of biological pathways enriched by differential expression of microRNAs in IPF patients and sheep and mice (Table 3).

**Fig. 6:**
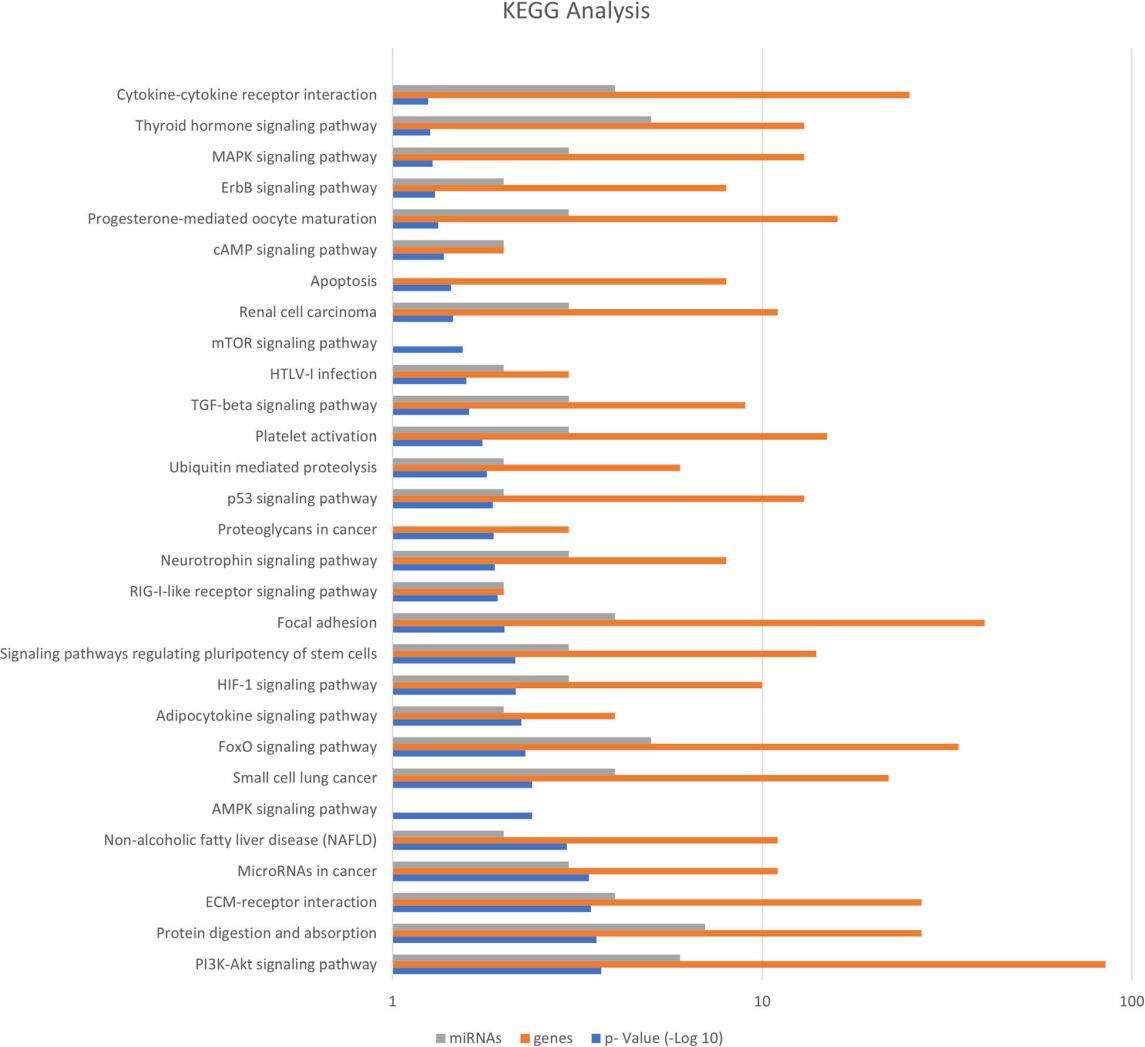
KEGG pathway analysis of differentially expressed microRNA in sheep model of lung fibrosis. KEGG pathway analysis was performed using DIANA mirPath v.3 software. microT- CDS and TargetScan were utilized to identify microRNA- gene interactions. Significance was assessed by performing Fisher’s Exact Test. p value of p < 0.05 was considered statistically significant

**Table 3:** Comparative evaluation of biological pathways enriched by differential expression of microRNA

Biological pathways enriched in IPF patients	Sheep model	Mouse model
[11, 31, 36]		[26, 37]
TGF-beta signalling pathway	✓	✓
MAPK signalling pathway	✓	✓
PI3K–Akt signalling pathway	✓	
Insulin signalling pathway		
ErbB signalling pathway	✓	
Focal adhesion	✓	✓
Adherens junction	✓	✓
Wnt signalling pathway		✓
RNA degradation		
Ubiquitin mediated proteolysis	✓	
Endocytosis		
HIF-1 signalling pathway	✓	
Neurotrophin signalling pathway	✓	✓
Adipocytokine signalling pathway	✓	
Regulation of actin cytoskeleton		
Osteoclast differentiation		
Hepatitis B		✓
Jak–STAT signalling pathway		✓
mTOR signalling pathway	✓	✓
Notch signalling pathway	✓	
HTLV-I infection	✓	
Hedgehog signalling pathway		✓
Amoebiasis		
T cell receptor signalling pathway		
MicroRNAs in cancer	✓	✓
Cell cycle		✓
Proteoglycans in cancer		
Pathways in cancer		✓
Protein processing in endoplasmic reticulum	✓	
Renal cell carcinoma	✓	✓
Fatty acid metabolism		
Hippo signalling pathway		✓
Nuerotrophin TRK receptor signalling pathway	✓	
Epidermal growth factor receptor signalling pathway	✓	
Fibroblast growth factor receptor signalling pathway	✓	
ECM-receptor interaction	✓	
p53 signalling pathway	✓	
Gene expression	✓	
Apoptosis	✓	✓
Vascular smooth muscle contraction		
GnRH signalling pathway		
Pathways in cancer	✓	✓
VEGF signalling pathway	✓	
Calcium signalling pathway		

## Discussion

This study provides a comprehensive evaluation of the miRNA expression profile in a sheep model developed for lung fibrosis. We discovered a total of 49 differentially expressed miRNAs, 32 of which were significantly downregulated due to bleomycin induced lung injury, while 17 were significantly upregulated. Moreover, the differentially expressed miRNA families (miR-29, miR-26, miR-30, let-7, miR-21, miR-19, miR-17, miR-199) reported for IPF patients, were also differentially expressed in the bleomycin damaged lung tissues of both the sheep and mice [4, 19, 32, 38]. In addition, we found 18 miRNAs which were differentially expressed only in sheep and IPF fibrotic lungs, but not in bleomycin-injured mouse lungs. Pathway enrichment analyses of biological processes and signaling pathways of the 49 differentially expressed miRNAs, identified many pathways that were closely associated with IPF patients (Table 3) [11, 31, 36]. Moreover, these analyses revealed key miRNAs that play vital roles in important biological processes in fibrotic lungs. These processes include cell proliferation and apoptosis; cell movements; cellular metabolism; and intracellular signaling.

Amongst the 18 miRNAs that were differentially expressed in both the sheep model and IPF patients, but not in mice, 11 miRNAs; miR-181, miR-23, miR-25, miR-99, miR-150, miR-374, miR-125, miR-191, miR-221, miR-106 and miR-362 were similarly down-regulated and 7 miRNAs; miR-432, miR-487, miR-143, miR-376, miR-200b, miR-200c and miR-27 were up-regulated. Previous studies have investigated the mechanisms of some of these miRNAs. When miR-181 is transfection into Human Pulmonary Microvascular Endothelial cells (HPMEC) it was found to decrease Fas- induced apoptosis, while reducing inflammatory factors [39]. miR-23 has been found to be expressed in T cells and involved in the regulation of T cell function. Moreover, the aberrant expression of miR-23 resulted in the dysregulation of T cell activation and differentiation [40]. miR-374 can inhibit Fas-induced apoptosis in human primary retinal pigment epithelial (RPE) cells by targeting Fas during oxidative conditions. In particular, miR-374 overexpression restrained tumorigenicity and cell proliferation, while accelerating cell apoptosis through targeting Wnt-16 and AKT1, which inhibits AKT signal pathway [41]. miRNA-221 targets several genes that are involved in the TGF-β signaling, including JNK1 (c-Jun N-terminal kinase 1), TGF-β receptor 1 and TGF-β receptor 2, and ETS-1 (ETS proto-oncogene 1) [42]. Inhibition of miR-106 in Renal Cell Cancer cell lines altered the cell migration, invasion, and wound healing abilities [43]. miRNA miR-191 is expressed in T cells and acts as a key regulator of, memory, and regulatory T cell homeostasis [44]. While the above-mentioned studies give an insight into how these miRNAs might be operating, further investigations are needed to discover the contribution of these miRNAs to the pathogenesis of lung fibrosis, especially in larger animals.

While the alterations in the miRNA expression patterns have been discovered in IPF patients, the exact mechanisms of how these miRNA expressions change with the disease progression is still under investigation. Our findings suggest the molecular pathogenesis of the sheep bleomycin model for lung fibrosis shares some of the molecular mechanisms of IPF patients. This is an interesting finding due to the differences in age, duration of disease, etiology, and progressive nature of bleomycin induce lung fibrosis and IPF. Bleomycin induced lung fibrosis is an acute injury process with a known etiology, and apart from the recent exception [45], most animal models using bleomycin do not demonstrate the progressive nature of IPF [46]. In contrast, IPF is chronic and progressive disease condition with an unknown etiology. Despite these differences, both IPF and animal models of bleomycin-induced lung injury share common pathogenic mechanisms.

The miR-29, miR-26, miR-30, let-7, and miR-21 miRNA families were all differentially expressed in sheep, human and mice, and have been widely investigated as mediators in fibrotic disorders [5]. Previous studies showed that miR-29 is one of the main miRNAs involved in the pathogenesis of IPF [4, 47]. 

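MiR-29a changed by -0.20 in sheep 2, -0.27 in sheep 3, -0.40 in sheep 6, -0.039 in sheep 7 and -0.055 in sheep 10 on the log2 scale between the fibrotic and the normal segment. The other miR-29 member on the array, miR-29b, is listed as upregulated in Table 1. It had a log2 signal of 11.06 ± 0.26 (SD, n = 5) in normal and 11.19 ± 0.42 (SD, n = 5) in fibrotic segments and was higher in 3 of 5 sheep, a change within its standard error of 0.14 and below 0 with arrays centred on the miRNA median, which lowers the mean change of every miRNA alike.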

We showed that miR-29 is downregulated in the sheep model of lung fibrosis, similar to its expression patterns in IPF patients and fibrotic mouse lungs [48, 49]. Previous research showed that profibrotic factors such as transforming growth factor β (TGF- β), platelet derived growth factor (PDGF), interleukin-4 (IL-4) and tumor necrosis factor α (TNF-α) suppress miR-29 expression during the process of fibrosis [47]. Down regulation of miR-29 leads to overexpression of these profibrotic factors, causing further downregulation of miR-29 expression. This results in the promotion of collagen and extracellular matrix-related gene expression [5, 47]. Hence, miR-29 can directly regulate these vital processes that are important in the underlying mechanisms of pulmonary fibrosis [47].

miR-26a has been identified as potential therapeutic target that can be exploited to reduce fibrogenesis [18]. Expression of miR-26a was downregulated in bleomycin-damaged sheep and mouse lungs, as it is in IPF patients. 

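In the sheep arrays, the log2 fold change of miR-26a was -0.046 in sheep 2, -0.21 in sheep 3, -0.27 in sheep 6, -0.21 in sheep 7 and -0.38 in sheep 10. With 1 sheep left out in turn it stayed between -0.27 and -0.18. MiR-26b, the other member on the array, was lower in 3 of 5 sheep, with a change smaller than its standard error of 0.18. Its mean change was 0.046 after quantile normalization and 0.049 without sheep 2. It was 0.34 with arrays centred on their control probes, which raises the mean change of every miRNA over the 5 sheep alike. With arrays centred on the miRNA median, which lowers the mean change of every miRNA alike, miR-26b stayed lower in the fibrotic segments.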

Downregulation of miR-26a is likely via TGF-β1-induced activation of Smad3 [18]. Previous studies showed that miR-26a is involved in proliferation and differentiation of fibroblasts into myofibroblasts in IPF [12, 18]. Importantly, the overexpression of miR-26a attenuates bleomycin-induced pulmonary fibrosis in mice and TGF-β1-induced fibrogenesis in MRC-5 cells [18]. This suggests that it is a candidate for further investigation as a target to treat IPF [18].

Furthermore, we found that miR-30a expression was significantly downregulated due to bleomycin-induced lung injury in the sheep model. 

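The log2 fold change of the 5p arm of miR-30a on the array was -0.55 in sheep 2, -0.35 in sheep 3, -0.055 in sheep 6, -0.020 in sheep 7 and -0.25 in sheep 10. The 3p arm was dimmer and more variable, with a log2 signal of 8.28 ± 0.81 (SD, n = 5) in normal and 7.40 ± 0.60 (SD, n = 5) in fibrotic segments and changes of -1.33 in sheep 2, -0.64 in sheep 3, 0.11 in sheep 6, -1.98 in sheep 7 and -0.54 in sheep 10 (two-sided exact sign-flip permutation test over 5 sheep, p = 0.125). Its standard error was 0.32 and its limma adjusted p 0.411. MiR-30b and miR-30d were each lower in 4 of 5 sheep and miR-30c in 3, and with arrays centred on their control probes, which raises the mean change of every miRNA over the 5 sheep alike, all 3 were above 0.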

Our findings were in line with the low expression of miR-30a in IPF patients and mouse bleomycin models [38]. Previous studies showed that miR-30a was downregulated by 71.8% in the bronchoalveolar lavage fluids of IPF patients [38]. In the current study, KEGG analysis showed enrichment of TGF-β and MAPK signaling pathways, which is consistent with the findings of Liu [38] in which they showed that the miR-30a may directly interact with TGF-β activated kinase 1/MAP 3 K7 binding protein 3 (TAB3) mRNA. They also showed that overexpression of miR-30a attenuates TGF-β1-induced upregulation of TAB3, α-SMA and fibronectin expression in 293 T cells [38]. These studies suggest that miR-30a could be one of the key factors that supports progression of lung fibrosis in IPF patients.

Our study showed that miR-21 and miR-199 expression were upregulated in bleomycin-injured sheep and mouse lungs, consistent with findings in IPF lungs. 

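The intensity of miR-21 was 5965 in the normal and 17762 in the fibrotic segment of sheep 2, 4483 and 7221 in sheep 3, 15847 and 16698 in sheep 6, 5961 and 11895 in sheep 7, and 12243 and 15139 in sheep 10. The normal segments of sheep 6 and 10 were above the fibrotic segments of sheep 3 and 7. MiR-199a-3p changed by 0.22 in sheep 2, 0.76 in sheep 3, 0.0060 in sheep 6, 0.66 in sheep 7 and 0.81 in sheep 10 on the log2 scale, with a standard error of 0.17 for the mean change and a limma adjusted p of 0.411.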

High expression of miR-199 was observed in fibrotic foci of IPF lungs [50]. Furthermore, silencing miR-199a-5p strongly inhibited TGF-β1-mediated differentiation of fibroblasts into myofibroblasts, wound repair and SMAD signaling in MRC-5 cells [50]. The importance of upregulated miRNAs in the fibrotic processes has been shown in studies where downregulation of miR-21 results in the attenuation of bleomycin-induced lung fibrosis in mice [35]. miR-21 is induced by the TGF-β signaling pathway and amplifies TGF- β signaling in a positive feedback fashion [35]. In addition, miR-21 promotes epithelial mesenchymal transition and enhances miR-21expression in myofibroblasts [34, 35]. For these reasons, miR-21 is considered as a potential therapeutic target for IPF [35].

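The array holds 7 let-7 probes, of which let-7a, let-7b, let-7d and let-7i are listed as downregulated and let-7g as upregulated in Table 1. Over all 7 let-7 members, the median log2 fold change was -0.051, while it was 0.032 after quantile normalization, 0.0096 with arrays centred on the 75th percentile, 0.36 with arrays centred on their control probes and -0.21 with arrays centred on the miRNA median. The last 3 scalings move the mean change of every miRNA alike. With control probes the let-7 median was below the median of all miRNAs, 0.39. It was slightly above the median of the miRNAs with a mean log2 signal of at least 5, 0.34, to which all 7 let-7 members belong. Let-7c changed by 0.024 and let-7f by 0.10, and no let-7 member changed by more than its standard error, the largest of which was 0.18. Probes of let-7 members with near-identical sequences can share signal, so the 7 members may not be measured separately. The mean over the 7 was -0.29 in sheep 2, 0.094 in sheep 3, 0.17 in sheep 6, -0.10 in sheep 7 and 0.10 in sheep 10 (two-sided exact sign-flip permutation test over 5 sheep, p = 0.938), and fry gave an adjusted p of 0.995 over the 8 lists tested.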

Bleomycin-infused sheep lung segments also showed downregulation in the members of let-7 family, consistent with findings in IPF patients and mouse bleomycin models [27, 32, 51]. Let-7 expression is mainly localized to the alveolar epithelium in normal lungs and a significant reduction was observed in alveolar epithelium due to inhibition by the key profibrotic cytokine TGF-β in IPF lungs [27]. Therefore, it has been identified as one of the key regulatory events responsible for the phenotypic changes occur in the alveolar epithelium of IPF lungs [27].

While this study used a microarray which profiles predefined transcripts to identify miRNAs involved in sheep lung fibrosis, future studies using whole transcriptome sequencing methods which capture the complete miRNA profile will enable the discovery of novel ovine miRNAs regulating fibrosis. Furthermore, mechanistic studies to delineate how the identified miRNAs regulate fibrotic genes are required.

Discovery of dysregulated miRNA expression profiles and the associated pathogenic mechanisms involved in the disease process of IPF potentially open new therapeutic avenues for IPF. In addition, miRNAs have also been considered as top potential biomarkers due to their upstream positions in regulation cascades which provide the benefit of an early diagnosis. While the alterations can be readily discovered by genomic tools such as microarrays and next generation sequencing, and even low level expression of miRNAs can be detected via qPCR which is much more accessible in a diagnostic setting [52].

## Conclusion

The novel insights of this study showed similarities in the miRNA expression profiles in a sheep model for lung fibrosis and IPF patients, while illustrating the useful pathogenic mechanisms associated with lung fibrosis, suggest that bleomycin induced lung injuries in the sheep model share some of the molecular mechanisms associated with human IPF. Importantly, some miRNAs were significantly expressed only in the sheep model and IPF patients. Hence, the sheep model can be potentially used as an additional tool to characterize the underlying molecular mechanisms associated with lung fibrosis.

## Materials and methods

### Experimental design

Healthy female merino sheep (*n* = 10) 9–12 months old were used as subjects for the pulmonary fibrosis model. The experimental procedures and tissue sample collections were approved by Animal Experimentation Ethics Committee, University of Melbourne (Parkville, VIC, Australia), which adheres to the ARRIVE guidelines **(**https://arriveguidelines.org**)** and the Australian Code of Practice for the care and use of laboratory animals for scientific purposes.

### Bleomycin administration protocol

Bleomycin was used to induce pulmonary fibrosis in the sheep. 5 ml of 3 U bleomycin/segment (0.6 U/ml bleomycin) and 5 ml of 0.9% sterile saline (control) were bronchoscopically administered to the left and the right caudal lung segments respectively, as described in our previous study [13] (Fig. 1A). The saline-infused lung segment serves as the internal control in the sheep model. Intra-bronchial bleomycin/saline were administered in two doses delivered 2 weeks apart to the appropriate lung segment via the biopsy port of the fiber-optic bronchoscope (Fig. 1B).

### Segmental lung function analysis

Wedged-bronchoscope technique was used to measure the changes in the segmental lung compliance which occur due to bleomycin at baseline and week 4 as described previously [13] (Fig. 1C).

### Necropsy and tissue sampling

Animals were euthanized at the end of week 4 by administering barbiturate (Lethabarb). Targeted lung segments were isolated during the necropsy and cannulated by exposing the bronchiole to inflate the segments. Next, a mixture of 1:1 optimal cutting temperature (OCT) compound and sterile PBS solution was injected to inflate the lung segment to approximately 20 cm/H_2_O of pressure to preserve the tissue architecture during processing. Several serial transverse sections were collected from the inflated segments (less than 0.5 cm thick). The sections were then fixed in 10% neutral buffered formalin and processed in paraffin for histopathological analysis.

Lung samples that were collected for miRNA analysis were flash frozen in liquid Nitrogen and transferred to − 80 °C.

### Histopathological examination

Paraffin-embedded tissue sections (5 μm) were stained with Hematoxylin and Eosin Y (H & E) for general histology and assessment of pathological changes (Fig. 1D). Collagen present in the lung parenchyma was assessed by paraffin sections stained with Masson’s trichrome stain (Trichome stain kit, Abcam (ab150686)) according to manufacturer’s instructions (Fig. 1D).

### Scoring fibrosis

Fibrosis was assessed in the lung tissue sections of sheep according to the scale proposed by Hubner [53]. H & E-stained lung tissue sections were evaluated by capturing, 10 random representative, non-overlapping fields under × 20 magnification. All the images taken from samples for scoring were double-blinded and performed by an experienced veterinary pathologist AS (Fig. 1E).

### Fibrosis fraction

Collagen present in the lung parenchyma was evaluated from the lung tissue sections stained with Masson’s trichrome stain. 10 representative randomly selected, non- overlapping fields without large airways and blood vessels were captured under × 20 magnification. The images were then analyzed using the computer software Image Pro® Plus (Version 6.3.0.512 for Windows, Media Cybernetics, Rockville, Maryland, USA). Color selector tool was used to measure the area of tissue stained with blue (collagen) within the field. The fraction was obtained by dividing the blue color-stained tissue area by the total area of the field and expressed as means and standard errors of mean (Mean ± SEM) (Fig. 1F).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism software, version 8.0.1 for Windows (GraphPad Software, La Jolla California, USA). Lung compliance and the fibrotic fraction were evaluated using Student’s t-test. The degree of fibrosis was analysed using the Mann-Whitney test. The data were expressed as the mean ± standard error of the mean (Mean ± SEM). A *p* value of less than 0.05 (*p* < 0.05) was considered as statistically significant.

### RNA extraction from sheep lung tissues

Five sheep (*n* = 5) with the most severe lung fibrosis were selected based on lung function and lung pathology to evaluate the microRNA expression profiles. Total RNA extraction was performed using the miRNeasy Mini Kit according to manufactures instruction (QIAGEN Pty Ltd., Doncaster, Australia). RNA quality was determined by an Agilent Bioanalyzer 2100.

### microRNA microarray and data analysis

A custom designed ovine miRNA microarray was performed by a service provider LC Sciences, Houston, USA. It contained 21 replicates of 152 unique probes and 55 control probes. The unique probes were derived from identified ovine miRNA sequences downloaded from miRBase (http://www.mirbase.org/) and the microarray included miRNA that have previously been shown to be involved in idiopathic pulmonary fibrosis. Data were background corrected and log2 transformed, with the microarray dataset entered into the GEO database at NCBI (GSE166682) https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166682. Statistical analysis was performed for individual sheep separately due to the biological variation. Average intensities from the 21 replicates were taken for each miRNA probe tested in bleomycin and saline/control lung segments. Student’s t-test was performed and *p* < 0.01 was considered statistically significant. Log2 fold change of differentially expressed miRNA in each individual sheep was illustrated using a heatmap (Morpheus software; https://software.broadinstitute.org/morpheus) (Fig. 2). Hierarchical clustering was then performed by applying One minus Pearson correlation to cluster differentially expressed miRNAs. Significant differentially expressed miRNA is shown in Table 1.

### Real-time PCR (qPCR)

qPCR was performed on selected miRNA to validate the miRNA microarray. RNA was isolated using the miRNeasy Mini kit (QIAGEN Pty Ltd., Doncaster, Australia) as mentioned above. miRCURY LNA miRNA PCR starter Kit (QIAGEN Pty Ltd., Doncaster, Australia) was used to perform qPCR according to the manufacturer’s instructions. Primer sequences of the customized miRCURY LNA miRNA PCR assays are listed in Table 4. qPCR parameters for 40 cycles were as follows: initial heat activation 95 °C for 2 min, denaturation 95 °C for 10 s followed by combined annealing 56 °C for 60 s (AriaMx Real- time PCR System). 

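On the array, miR-103 (oar-miR-103) had a log2 signal of 9.66 ± 0.14 (SD, n = 5) in normal and 9.75 ± 0.066 (SD, n = 5) in fibrotic segments. The change was 0.34 in sheep 2, 0.076 in sheep 3, 0.11 in sheep 6, 0.048 in sheep 7 and -0.12 in sheep 10 (two-sided exact sign-flip permutation test over 5 sheep, p = 0.312), with a standard error of 0.12 and a limma adjusted p of 0.723, and it was -0.064 with arrays centred on the miRNA median, which lowers the mean change of every miRNA alike. MiR-103 is also among the miRNAs that Table 1 lists as upregulated.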

All reactions were performed in a 10 μl reaction volume. miR-103 was used as the housekeeping reference miRNA. Statistical analysis was performed using student’s t-test and *p* < 0.05 was considered statistically significant (Fig. 3).

**Table 4:** Customized primer sequences miRCURY LNA miRNA PCR assay for sheep model of lung fibrosis

microRNA	Primer sequence
miR-30a	5’UGUAAACAUCCUCGACUGGAAGC
miR-21	5’UAGCUUAUCAGACUGAUGUUGAC
miR-29a	5’UAGCACCAUCUGAAAUCGGUU
miR-26a	5’UUCAAGUAAUCCAGGAUAGGCU

### Comparative analysis of miRNA expression profiles of IPF patients, sheep, and mouse models

Journal articles published in English during the period of January 2010 to June 2020 were used for the comparative analysis of the miRNA expression in human and mouse. A systematic search was performed using the search engines “Google Scholar”, “PubMed” and University of Melbourne library catalogue, and the search strategy included the keywords of “microRNA”, “Idiopathic pulmonary fibrosis”, “human” and “mice”. miRNA expression in IPF patients and in vivo expression in the mouse model were considered for this analysis. All the dysregulated miRNA reported in IPF patients, sheep and mouse models were analyzed using the Bioinformatic and Evolutionary Genomics software and presented as Venn diagrams (Fig. 4).

### Gene ontology and KEGG pathway analysis

The biological function of differentially expressed miRNA was determined by Gene Ontology (GO) analysis. The GO terms consist of 3 parts: biological process, cellular component, and molecular function. GO analysis was performed using DIANA mirPath v.3 software [54] by considering the three components mentioned above. DIANA microT-CDS and TargetScan were used to identify miRNA-gene interactions, while the significance was assessed by performing Fisher’s Exact Test. A *p*-value < 0.05 was considered statistically significant (Fig. 5). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was also performed using DIANA mirPath v.3 software to evaluate the functions of differentially expressed miRNA and gene interactions. Significance was determined by performing Fisher’s Exact Test. *p* values < 0.05 were considered statistically significant (Fig. 6).

## Data Availability

The microarray data deposited in GEO database at NCBI (GSE166682) https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166682.

## Abbreviations

IPF: Idiopathic pulmonary fibrosis
Cseg: Segmental compliance
miRNA: microRNA
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
HPMEC: Human Pulmonary Microvascular Endothelial cells
TGF- β: Transforming growth factor β,
PDGF: Platelet derived growth factor
IL-4-: Interleukin-4
TNF-α: Tumor necrosis factor-α

How the deposited data were processed for this re-analysis (not part of the article)

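Lung tissue from the fibrotic and the normal caudal segment of 5 sheep was profiled on 10 arrays with 152 ovine miRNA probes and 55 control probes. The authors deposited 1 intensity per probe and array, which the methods describe as background corrected and averaged over 21 spots. The deposited intensity values were on a linear scale, although the methods describe log2 transformed data, and no further step between arrays is named in the text. The table held no missing value.

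Intensities were set to at least 1 and log2 transformed. Each miRNA was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on condition with the sheep as a block, and p was adjusted by Benjamini-Hochberg over the 152 miRNAs, without a filter on dim miRNAs. 1 miRNA was below 1 on all arrays, where Student's test is undefined, and 59 were below 1 on at least 1 array. Lists were tested with fry of limma, with the sheep block, and by an exact sign-flip permutation test of the list mean over the 5 sheep, two-sided, which cannot go below p = 0.063. The adjustment of fry over 8 lists was added after the first unadjusted list values had been seen. Statements on the threshold of lists rest on the adjusted values, of which none was under 0.05, while 5 of the lists had an unadjusted p under 0.05. The number of arrays limits the precision.

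The segments were paired because they came from the same animal. The deviations of both segments of a sheep from their condition means had correlations across miRNAs of 0.34 in sheep 2, 0.90 in sheep 3, 0.40 in sheep 6, -0.67 in sheep 7 and 0.56 in sheep 10, against a median of -0.090 between segments of different sheep. Conditions were taken from the sample labels, which differ from the text on the side of the fibrotic segment in sheep 6, 7 and 10.

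The fit was tested on simulated arrays with the means, sheep differences and residual spread of the 152 miRNAs for the fibrotic against normal comparison, in 50 runs with 20 changed miRNAs each. At a simulated log2 fold change of 1, 39.5% of the changed miRNAs passed an adjusted p under 0.05, and 63.3% of those with a mean log2 signal of at least 5. At a log2 fold change of 2 these shares were 79.7% and 96.0%. With no change, 5.70% of unchanged miRNAs had an unadjusted p under 0.05. Fry, tested on simulated arrays in which the 32 miRNAs of the downregulated list were lowered by 0.3, passed p of 0.05 in 100% of 50 runs, and in 4% with no shift. That p was not adjusted over lists, and the shift was larger than the observed list median of -0.17. In all simulated arrays the noise was drawn independently for each miRNA and not floored at 1. The shares for fry therefore do not carry over to arrays on which miRNAs vary together.

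The rule for named miRNAs, fixed before the data were examined, was every miRNA that the text names, with full statistics for those examined by qPCR, miR-103 and the members a sentence is about, and the 10 largest changes past the threshold that went the same way in all 5 sheep. At an adjusted p under 0.05, or an unadjusted p under 0.01 where fewer than 5 passed, no miRNA passed, so the last part adds none. Other miRNAs that are named were chosen after their values were seen. The alternatives fixed at the same time were other scalings between arrays, filters on dim miRNAs, a floor of 32, no block, leaving out each sheep, other codings of the segments, side as a covariate, an intensity trend, Student's test, which the methods name for each sheep separately, run here paired and unpaired over sheep, camera in place of fry, and miR-103 as reference. Of 152 miRNAs, 151 matched a gene of the sheep assembly ARS-UI_Ramb_v3.0 by hairpin name, and the cluster on chromosome 18 was taken as neighbouring genes less than 100 kb apart. No array build is named, so coordinates are not given. The signs of Fig. 2 were read from the colours of the picture, and cells with a pale colour were left out.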

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

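The tests of a difference between sheep and of a mislabelled sample were chosen after the result was seen. In 4 of 98 groups of 5 segments (4.08%), over 49 miRNAs, 1 sheep lay farther from the others than Dixon's critical value of 0.71 of the range allows, and chance gives about 5% of groups. On the log2 scale these were let-7g in the fibrotic segment of sheep 10, at 11.99 above the other 4 sheep at 11.30 to 11.48, a gap of 0.739 of the range, miR-17-5p in the normal segment of sheep 2, at 9.02 below the other 4 sheep at 9.32 to 9.42, a gap of 0.752 of the range, miR-19b in the fibrotic segment of sheep 3, at 8.65 below the other 4 sheep at 9.59 to 9.76, a gap of 0.846 of the range and miR-362 in the fibrotic segment of sheep 6, at 8.00 above the other 4 sheep at 6.91 to 7.10, a gap of 0.822 of the range.

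The most miRNAs that stood apart on 1 array was 1. With sheep that differ this much and 5 segments in a group, this cannot detect a mislabelled array, which stays open. After quantile normalization the gap of miR-19b was 0.725, still above the critical value, and that of the other 3 was at most 0.7099 (miR-362, just under it), with 0.499 for let-7g and 0.459 for miR-17-5p, so scaling between arrays may account for part of the gaps of these 3. In 2 of the 4, let-7g in sheep 10 and miR-362 in sheep 6, the other segment of the same sheep was the extreme of its group at the same end. For miR-17-5p the other segment of sheep 2, at 9.42, was at the opposite end of its group. A difference between sheep stays open, and chance stays open for all 4. No biological explanation was tested.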

How the results depend on the processing

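All alternatives in this part were set in advance, whereas the adjustment over 8 lists and the comparison with swapped segments were chosen after first results had been seen. With limma, the count at an adjusted p under 0.05 was 0 on the deposited values, beside 18 at an unadjusted p under 0.05, and 0 by Student's test run over sheep. It stayed at 0 under each alternative except centring on the control probes, where it was 1, miR-539-3p, a miRNA that Table 1 does not list and that was chosen after its value was seen. MiR-539-3p was dim, with a mean log2 signal of 2.56 on the deposited values. Under the alternatives the smallest adjusted p ran from 0.0198 to 0.908.

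At the study's threshold the count moved from 0 to 3 after quantile normalization, 1 with arrays centred on the 75th percentile, 5 with arrays centred on the control probes, 1 with a floor of 32, 1 with a mean log2 signal of at least 5, 1 among the brighter part of the miRNAs, 2 with an intensity trend, 1 and 2 by Student's test over sheep paired and unpaired, and 5 with sheep 2 and 3 alone. The cause was not tested. Without the sheep block, which pairs the segments, the count was 1 at this threshold and 0 at an adjusted p under 0.05, with 8 at an unadjusted p under 0.05, while the mean changes are the same by construction. With 1 sheep left out in turn the count at the study's threshold lay between 0 and 2, with 2 without sheep 6 and 1 without sheep 7. The count at an unadjusted p under 0.05 was 8 without sheep 2, 6 without sheep 3, 26 without sheep 6, 10 without sheep 7 and 10 without sheep 10.

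Centring on the control probes moved the median change of all miRNAs by 0.41, a shift that its construction adds to the mean change of every miRNA alike, while within single sheep the shift differs in size and sign. Smaller decreases turned positive by that shift, with 0.22 for oar-miR-29a, 0.19 for oar-miR-26a, 0.17 for oar-miR-30a-5p, 0.24 for oar-miR-181a, 0.33 for oar-miR-23b, 0.34 for oar-let-7a, 0.34 for oar-let-7b, 0.34 for oar-let-7d, 0.36 for oar-let-7i, 0.18 for oar-miR-25, 0.34 for oar-miR-26b, 0.16 for oar-miR-30b, 0.21 for oar-miR-30c, 0.031 for oar-miR-30d, 0.23 for oar-miR-10a, 0.31 for oar-miR-10b, 0.26 for oar-miR-99a, 0.11 for oar-miR-150, 0.26 for oar-miR-152, 0.24 for oar-miR-374a, 0.073 for oar-miR-374b, 0.33 for oar-miR-125b, 0.26 for oar-miR-191, 0.31 for oar-miR-106a, 0.18 for oar-miR-362, 0.15 for oar-miR-494-3p, 0.33 for oar-miR-17-5p, 0.24 for the Table 1 downregulated list, 0.27 for Families down in human, sheep and mouse, 0.25 for Families down in human and sheep and 0.36 for the let-7 members. The decreases that exceeded the shift stayed below 0, at -0.47 for oar-miR-30a-3p, -0.45 for oar-miR-133 and -0.00029 for oar-miR-218a. Relative to the median of all miRNAs under that scaling, 0.39, the downregulated list of Table 1, miR-29a, miR-26a and miR-30a-5p were lower, so these signs follow from the shift. Centring on the miRNA median likewise moved the mean change of every miRNA by -0.16 and by that shift gave -0.064 for oar-miR-103, -0.11 for oar-miR-221, -0.087 for oar-miR-19b, -0.023 for oar-miR-29b, -0.074 for oar-let-7g, -0.032 for oar-miR-27a, -0.11 for oar-miR-16b, -0.028 for oar-miR-106b, -0.10 for oar-miR-143, -0.13 for oar-let-7c, -0.050 for oar-let-7f and -0.15 for the chromosome 18 miRNA cluster. It brought 3 lists past the threshold, with -0.33 for the Table 1 downregulated list (adjusted p 0.0214), -0.29 for Families down in human, sheep and mouse (adjusted p 0.0214) and -0.32 for Families down in human and sheep (adjusted p 0.0214). The array medians, at intensities of 9.52 to 16.0, are those of dim miRNAs, so dim miRNAs set this scaling. It moved the median change of the miRNAs with a mean log2 signal of at least 5 from -0.066 to -0.22. Centring on the 75th percentile gave 0.0096 for oar-let-7i and 0.0096 for the let-7 members, and 0.40 for the Table 1 upregulated list (adjusted p 0.00938) and 0.67 for Families up in human, sheep and mouse (adjusted p 0.00938) passed the threshold. Quantile normalization gave 0.021 for oar-miR-29a, 0.032 for oar-let-7d, 0.12 for oar-let-7i, 0.046 for oar-miR-26b, 0.011 for oar-miR-125b, 0.032 for oar-miR-494-3p, -0.094 for oar-miR-27a, -0.23 for oar-miR-16b, -0.029 for oar-miR-143 and 0.032 for the let-7 members, and 0.60 for Families up in human, sheep and mouse (adjusted p 0.0137) passed the threshold. For the lists that passed under an alternative, the adjusted p over the alternatives ran from 5.18e-05 to 0.983 for the downregulated list of Table 1, 0.0140 to 0.983 and 0.00865 to 0.983 for its families of 3 and of 2 species, 1.04e-04 to 0.983 for the upregulated list, 0.0376 to 0.983 for the upregulated families of 2 species and 0.00211 to 0.983 for miR-21 and miR-199a-3p.

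Camera with its preset correlation, which takes miRNAs as nearly independent, brought 6 lists past the threshold, with -0.17 for the Table 1 downregulated list (adjusted p 5.18e-05), 0.34 for the Table 1 upregulated list (adjusted p 1.04e-04), -0.14 for Families down in human, sheep and mouse (adjusted p 0.0140), -0.16 for Families down in human and sheep (adjusted p 0.0269), 0.61 for Families up in human, sheep and mouse (adjusted p 0.0269) and 0.36 for Families up in human and sheep (adjusted p 0.0376). On the deposited values none of these calls holds under fry after adjustment. With the left segment taken as bleomycin-infused in every sheep the results reversed with 0.0052 for oar-miR-29a, 0.12 for oar-miR-26a, 0.076 for oar-miR-23b, 0.019 for oar-let-7d, 0.12 for oar-let-7i, 0.020 for oar-miR-25, 0.089 for oar-miR-30a-3p, 0.029 for oar-miR-30b, 0.13 for oar-miR-30d, 0.24 for oar-miR-150, 0.060 for oar-miR-152, 0.54 for oar-miR-133, 0.091 for oar-miR-191, 0.24 for oar-miR-106a, 0.060 for oar-miR-362, 0.10 for oar-miR-494-3p, 0.16 for oar-miR-17-5p, -0.10 for oar-miR-199a-3p, -0.058 for oar-miR-29b, -0.018 for oar-let-7g, -0.011 for oar-miR-27a, -0.027 for oar-miR-16b, -0.10 for oar-miR-148a, -0.49 for oar-miR-3959-5p, -0.23 for oar-let-7c, -0.10 for oar-let-7f, 0.020 for the Table 1 downregulated list, 0.017 for Families down in human, sheep and mouse and 0.040 for Families down in human and sheep. Sheep 2 and 3 alone, where labels and text name the same segment, gave 0.088 for oar-let-7i, 0.17 for oar-miR-106a, 0.10 for oar-miR-17-5p and -0.26 for oar-let-7c. Side as a covariate gave -0.023 for oar-let-7c. The cause of these changes was not tested.

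Leaving out 1 sheep in turn gave ranges of -0.16 to 0.029 for oar-let-7a, -0.19 to 0.054 for oar-let-7b, -0.14 to 0.0011 for oar-let-7d, -0.17 to 0.049 for oar-miR-26b, -0.25 to 0.074 for oar-miR-10b, -0.19 to 0.0064 for oar-miR-125b, -0.10 to 0.16 for oar-miR-221, -0.14 to 0.19 for oar-miR-19b, -0.051 to 0.054 for the let-7 members, -0.61 to 0.084 for oar-miR-374a, -0.071 to 0.19 for oar-miR-143, -0.65 to 0.23 for oar-miR-494-3p, -0.00055 to 0.085 for oar-miR-16b, -0.051 to 0.17 for oar-let-7c, -0.22 to -0.11 for the Table 1 downregulated list, -0.23 to -0.11 for Families down in human and sheep, 0.54 to 0.75 for Families up in human, sheep and mouse, -0.0053 to 0.13 for the chromosome 18 miRNA cluster, -0.12 to 0.020 for oar-let-7i, -0.059 to 0.39 for oar-miR-27a and -0.12 to 0.0066 for oar-miR-23b. Without sheep 2 the values turned to 0.029 for oar-let-7a, 0.054 for oar-let-7b, 0.0011 for oar-let-7d, 0.049 for oar-miR-26b, 0.074 for oar-miR-10b, 0.0064 for oar-miR-125b, -0.012 for oar-miR-221, -0.042 for oar-miR-19b and 0.054 for the let-7 members. Without sheep 3 the values turned to 0.018 for oar-miR-374a and -0.071 for oar-miR-143. Without sheep 6 the values turned to 0.23 for oar-miR-494-3p, -0.00055 for oar-miR-16b, -0.033 for oar-let-7c and -0.0053 for the chromosome 18 miRNA cluster. Without sheep 7 the values turned to 0.020 for oar-let-7i, 0.084 for oar-miR-374a, -0.10 for oar-miR-221, -0.14 for oar-miR-19b, -0.059 for oar-miR-27a, -0.037 for oar-miR-143 and 0.016 for the let-7 members. Without sheep 10 the values turned to 0.0066 for oar-miR-23b and -0.051 for oar-let-7c. Without sheep 6, -0.22 for the Table 1 downregulated list (adjusted p under 0.05), -0.23 for Families down in human and sheep (adjusted p 0.00865) and 0.75 for Families up in human, sheep and mouse (adjusted p 0.00211) passed the threshold. The direction of miR-26a, miR-29a, miR-30a-5p, miR-21 and miR-103 held without any 1 sheep, with -0.27 to -0.18, -0.23 to -0.14, -0.30 to -0.17, 0.52 to 0.89 and 0.030 to 0.14.

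Swapping the segments within sheep in all 16 ways, the real one included, gave at least 18 miRNAs at an unadjusted p under 0.05 in 3 of them, so chance cannot be excluded, and 16 swaps cannot reach a share under 0.05. For the count of 0 at an adjusted p under 0.05 in limma, all 16 swaps are as large, which decides nothing. Another 84 splits, drawn from those that part only 1 or 3 sheep, rest on fewer sheep under the block and are no reference for the real grouping. Signal limits dim miRNAs most, since 93 of 152 had a mean log2 signal under 5 and 59 were below 1 on at least 1 array.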

Differences from the paper's values

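The comparison with Fig. 2 was chosen after the values were seen. For differentially expressed miRNAs the paper's value is 49, with 32 downregulated and 17 upregulated, and the values at the study's threshold in limma are 0, 0 and 0, beside 18 at an unadjusted p under 0.05 and 1 at the study's threshold by Student's test paired over sheep, which is not the test within each sheep that the methods describe. The array values hold 1 mean of 21 spots, so the sheep are the replicates here, while the methods describe an analysis of each individual sheep separately. None of the alternatives set before the data were examined comes within 1.5 times of the paper's counts, and the highest is 5, with arrays centred on the control probes and with sheep 2 and 3 alone.

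Some alternatives call miRNAs of Table 1 in the listed direction at the study's threshold. These are miR-21 after quantile normalization, miR-200b with arrays centred on the 75th percentile, with a mean log2 signal of at least 5, among the brighter part of the miRNAs and without the sheep block, miR-148a with a floor of 32 and with Student's test paired over sheep, both miR-148a and miR-200b with an intensity trend, miR-199a-3p and miR-200b with Student's test unpaired over sheep, and miR-432 with sheep 2 and 3 alone. Camera with its preset correlation brings both lists of Table 1 and the 4 family lists past the threshold.

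Of the downregulated list of Table 1, 30 of 32 were lower on average. The paper lists miR-221 and miR-19b as downregulated, and their log2 fold changes were 0.047 and 0.068. With arrays centred on the miRNA median, which lowers the mean change of every miRNA alike, they were -0.11 and -0.087. In Fig. 2, 196 of 221 clearly coloured cells had the sign of the deposited values. The 25 cells of opposite sign were all coloured in the direction that Table 1 lists.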

Other observations

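The tests of the resemblance between arrays, of the 5S rRNA probes, of Fig. 2, of the bright members of the chromosome 18 cluster and of whether miR-103 differs between the segments were chosen after the result was seen. Correlations here are across probes, which are not independent replicates. The normal segment of sheep 7 resembled the arrays of sheep 3, with correlations of deviations of 0.71 and 0.81 with its normal and fibrotic segment over bright miRNAs, against 0.21 with the other segment of sheep 7. Over control probes other than 5S rRNA the values were 0.69 and 0.77, against -0.49. Since probes that are not for miRNA show it too, a difference between arrays that is not miRNA expression is a candidate explanation. A mislabelled sample cannot be told apart from it, because the resemblance is what both predict. No biological explanation was tested.

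The 5S rRNA control probes had a mean intensity of 38053 and 48405 in the fibrotic and normal segment of sheep 6 and 13317 and 26646 in sheep 10, and between 2785 and 6821 on the other arrays. The fold between the highest and lowest array differed between the 5S probes, from 2.53 for bta-5S-b1 and 2.96 for hsa-5S-b1 to 32.9 for hsa-5S-b6, the highest of them, which argues against 1 scaling factor for each array as the whole cause. Other control probes also differed between arrays, such as a-PUC2PM with 21.1 and PUC2PM with 18.6. The folds of a-PUC2PM and PUC2PM do not say which arrays were highest. No probe exceeded 31211 in sheep 2, 3 and 7. The peaks of a2-PUC2PM-20B at 96040, a3-PUC2PM-20B at 93635, Ctr07-3P at 45341 and Ctr09-3P at 43223 therefore lay in sheep 6 or 10. Only probes this bright can be placed in this way, so whether control probes in general share the pattern of sheep 6 and 10 stays open. What made sheep 6 and 10 differ stays open, and no biological explanation was tested.

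For Fig. 2, the left segment taken as bleomycin in every sheep matched at most 144 of 221 cells over all assignments of the sheep, against 196 with the labels (190 for the next assignment), which argues against that coding behind the figure. For side, in a limma model that also holds condition and sheep, there were 0 miRNAs at an adjusted p under 0.05, 2 at an unadjusted p under 0.01 and 4 at an unadjusted p under 0.05.

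The changes of bright miRNAs correlated at 0.60 between sheep 2 and 3, 0.75 between 2 and 7 and 0.55 between 3 and 7, and at -0.45 between 6 and 7 and -0.26 between 2 and 6. The other pairs were at -0.061 for sheep 3 and 6, 0.045 for 2 and 10, -0.015 for 3 and 10, -0.0033 for 6 and 10 and 0.13 for 7 and 10. The 102 miRNAs of the cluster on chromosome 18 had a median log2 fold change of 0.0036, and -0.15 with arrays centred on the miRNA median, which lowers the mean change of every miRNA alike. Of all its members, 41 were higher and 56 lower in sheep 2, 34 were higher and 45 lower in sheep 3, 64 were higher and 30 lower in sheep 6, 51 were higher and 42 lower in sheep 7 and 47 were higher and 40 lower in sheep 10. Of its 9 bright members, 7 were higher in sheep 2, 7 in sheep 3, 2 in sheep 6, 9 in sheep 7 and 5 in sheep 10. Fry over these members gave an adjusted p of 0.235 for a change shared by the sheep. Opposite changes in different sheep cancel in it, so whether members move together within each sheep was not tested.

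The log2 fold change of miR-103 (oar-miR-103), the reference of the qPCR, was 0.091, within its standard error of 0.12 and higher in 4 of 5 sheep, and -0.064 with arrays centred on the miRNA median, which lowers the mean change of every miRNA alike. Whether miR-103 differs between the segments stays open.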
